# The first whole transcriptomic exploration of pre-oviposited early chicken embryos using single and bulked embryonic RNA-sequencing

**DOI:** 10.1093/gigascience/giy030

**Published:** 2018-03-24

**Authors:** Young Sun Hwang, Minseok Seo, Hee Jung Choi, Sang Kyung Kim, Heebal Kim, Jae Yong Han

**Keywords:** RNA-seq, single embryonic sequencing, single cell sequencing, early embryo, chicken

## Abstract

**Background:**

The chicken is a valuable model organism, especially in evolutionary and embryology research because its embryonic development occurs in the egg. However, despite its scientific importance, no transcriptome data have been generated for deciphering the early developmental stages of the chicken because of practical and technical constraints in accessing pre-oviposited embryos.

**Findings:**

Here, we determine the entire transcriptome of pre-oviposited avian embryos, including oocyte, zygote, and intrauterine embryos from Eyal-giladi and Kochav stage I (EGK.I) to EGK.X collected using a noninvasive approach for the first time. We also compare RNA-sequencing data obtained using a bulked embryo sequencing and single embryo/cell sequencing technique. The raw sequencing data were preprocessed with two genome builds, Galgal4 and Galgal5, and the expression of 17,108 and 26,102 genes was quantified in the respective builds. There were some differences between the two techniques, as well as between the two genome builds, and these were affected by the emergence of long intergenic noncoding RNA annotations.

**Conclusion:**

The first transcriptome datasets of pre-oviposited early chicken embryos based on bulked and single embryo sequencing techniques will serve as a valuable resource for investigating early avian embryogenesis, for comparative studies among vertebrates, and for novel gene annotation in the chicken genome.

## Background

Avian species are valuable animal models in many research areas, especially in embryology, because the avian embryo develops in an egg before hatching. This is an excellent *in vitro*-like *in vivo* system that has allowed extensive research of the developmental events during embryogenesis. Previous studies have examined primitive streak formation and gastrulation after oviposition in avian species [1–4]. Nevertheless, despite the importance of the initial events in avian embryogenesis before oviposition, only a few morphological studies have examined pre-oviposited embryos because of practical difficulties accessing the embryos [5–7]. The temporal regulation of gene expression during the pre-oviposited stages is important for understanding early embryonic development.

Recently, the Bird10K project was initiated because of the intermediate position of birds in the comparative biology of vertebrates and their broad utility for diverse research. This project used the genome sequences of 48 species of birds to construct a phylogenetic hierarchy of avian species and examine the comparative genomics of flight and functional adaptations [8–10]. However, no transcriptomic approach to early bird embryos has been performed. Here, we present whole transcriptome sequencing of bulked pre-oviposited chicken embryos, including oocyte, zygote, and intrauterine embryos from Eyal-giladi and Kochav stage I (EGK.I) to EGK.X (Fig. 1A). Furthermore, a single oocyte, zygote, and EGK.X blastoderm from one hen were sequenced (Fig.1B) and compared with the results for bulked embryos. Based on the whole transcriptome of early chicken embryos, we mapped our sequencing reads on the two most recent chicken (*Gallus gallus*) genome references, Galgal4 and Galgal5, and examined the differences in gene expression between the two builds with or without long intergenic non-coding RNA (lincRNA) annotations.

**Figure 1:**
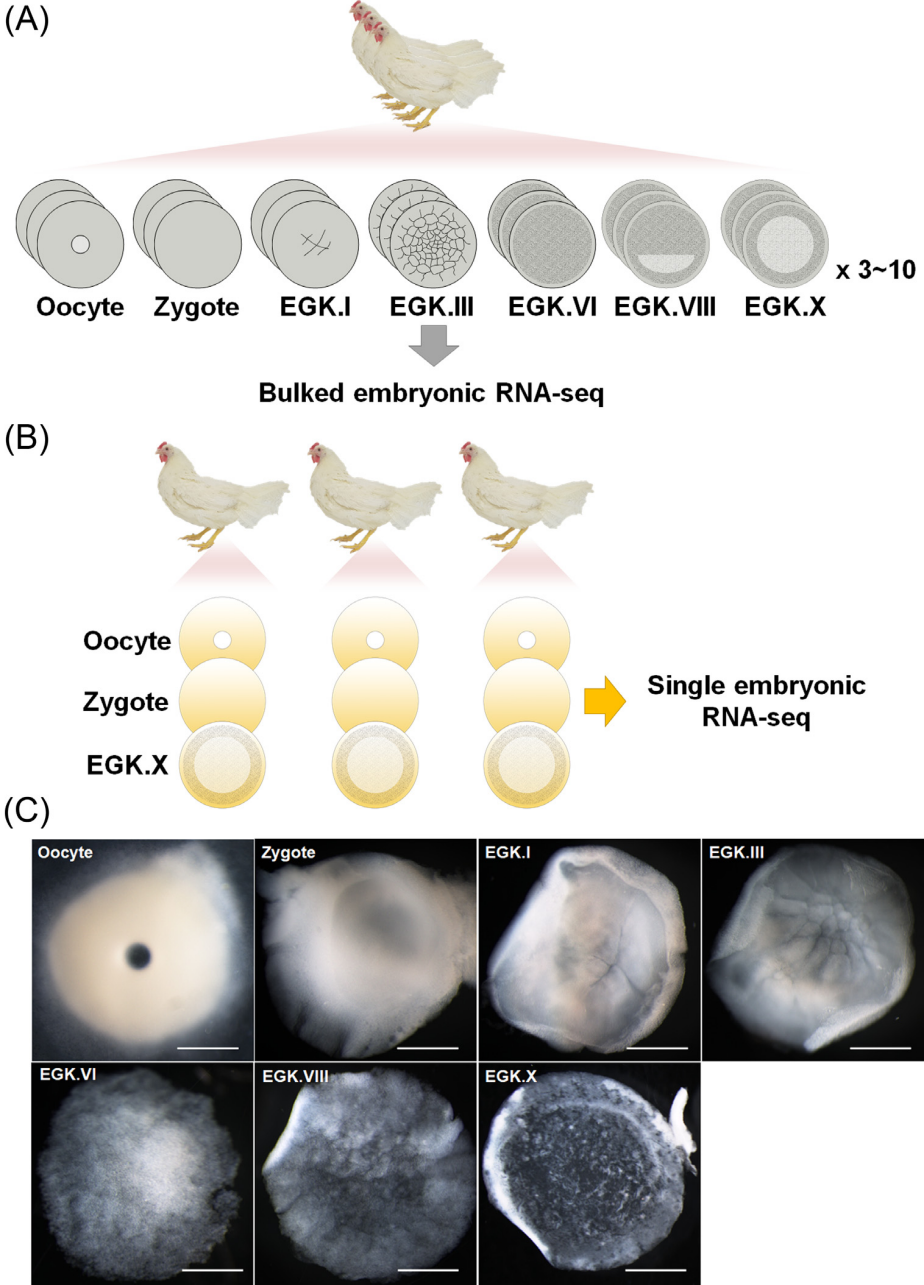
The bulked and single embryonic RNA-sequencing (RNA-seq) in early chicken development. A) The diagram of bulked embryonic RNA-seq. A total of 137 pre-oviposited embryos were collected. Each replicate contains from 3 to 10 embryos pooled. The bulked embryo RNA-seq was performed in triplicate. B) The diagram of single embryonic RNA-seq. The single oocyte, zygote, and Eyal-giladi and Kochav stage X (EGK.X) blastoderm were obtained from one hen simultaneously. Samples was collected from three hens. Single embryo was sequenced as one replicate, and each stage consists of triplicated embryos from three hens, respectively. C) The representative stages of chicken early embryos used for RNA-seq. Dorsal views of whole embryos from the oocyte to EGK.X are shown. A germinal vesicle oocyte in the ovary and fertilized zygote in the magnum without cleavage were obtained. The intrauterine embryos were obtained 5.5 (EGK.I), 8.5 (EGK.III), 15.5 (EGK.VI), and 20.5 (EGK.VIII) hours after fertilization. The EGK.X embryo was obtained after oviposition. Scale bar, 1000 µm.

## Data Description

### Collection of bulked early chicken embryos

In the chicken, the initial 25 hours of embryonic development from fertilization to oviposition progresses through the oviduct. The mature oocyte on top of the yellow yolk is ovulated into the infundibulum 30 min after oviposition. Then, fertilization occurs and the zygote passes through the magnum without any morphological changes in the embryo. According to the well-defined criteria of Eyal-Giladi and Kochav [5, 6], the first cleavage is observed 5 hours after fertilization in the shell gland and has been designated EGK.I. Beginning with this event, the pre-ovipositional development of birds is divided into 10 stages, including the cleavage (EGK.I to EGK.VI) and area pellucida formation (EGK.VII to EGK.X) periods. During the cleavage stages, rapid cellularization and an increase in layers lead to formation of a multilayered blastula by EGK.VI. In the second half of intrauterine development, the first morphological segregation, including the area pellucida and area opaca regions, occurs with anterior–posterior axis formation and layer reduction. Finally, a thinner, longer, bilayered blastoderm is established at EGK.X. Based on the morphological dynamics that occur during intrauterine development, we chose the following critical representative stages to analyze: the oocyte, the zygote, EGK.I, EGK.III, EGK.VI, EGK.VIII, and EGK.X (Fig.1A).

The egg-laying times of white leghorn (WL) hens were recorded, and intrauterine eggs from EGK.I−VIII were harvested using an abdominal massage technique [11]. Briefly, the abdomen was pushed gently until the shell gland was exposed; the surface of the shell gland expands when an egg is present for egg shell formation. After expansion of the shell gland surface, massaging was used to move the egg gently toward the cloaca until the intrauterine egg was released. EGK.X blastoderms were collected from WL hens after oviposition. To collect oocytes and zygotes, WL hens were sacrificed, and the follicles were collected. Zygote embryos located in the magnum and showing no cleavage were collected within 1 hour post-fertilization according to the recorded egg-laying times. All embryos were classified according to morphological criteria (Fig.1C). All stages were prepared in triplicate and each replicate contained 3 to 7 embryos, while there were 10 embryos per replicate of the post-oviposited EGK.X blastoderm (Fig.2A). Shortly after collection, the embryos were separated from the egg using sterilized paper, and the shell membrane and albumen were detached from the yolk. A piece of square filter paper (Whatman, Maidstone, UK) with a hole in the center was placed over the germinal disc. After cutting around the paper containing the embryo, it was gently turned over and transferred to saline to remove the yolk and vitelline membrane and allow embryo collection. Total RNA was isolated from early embryos using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). The quality and quantity of the extracted total RNA were determined using the Trinean DropSense96 system (Trinean, Gentbrugge, Belgium), a RiboGreen kit (Invitrogen), and an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). We assessed the rRNA ratio (28s: 18 s) and RNA integrity number (RIN) of bulked embryos (Table S1: Additional file 1). We observed a lower rRNA ratio from zygote to EGK.VIII stage, because of the low levels of 28 s rRNA before maternal-to-zygotic transition (MZT) during early development [12, 13]. The average concentration and amount of total RNA in the early stages was 157.7 ng/μL and 7,026.2ng, respectively, with the exception of EGK.X, which contained 368.9 ng/μL and 18,495.8ng due to the larger number of embryos pooled (Fig.2B and C). Based on the amount of total RNA and the number of embryos in each sample, we estimated the total amount of RNA per embryo in each stage. On average, the early chicken embryos contained 1,457ng of total RNA (Fig.2D).

**Figure 2:**
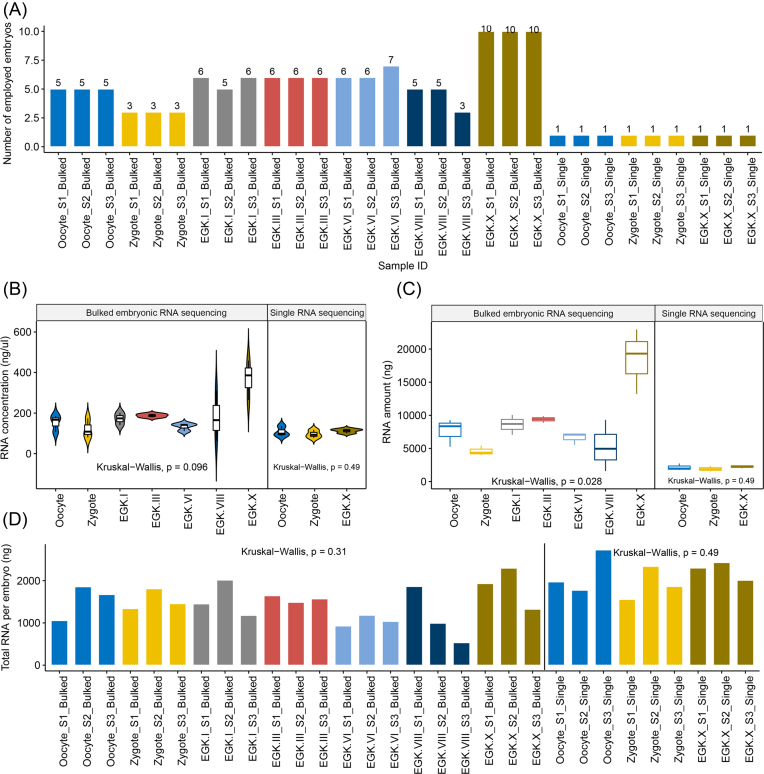
Collection of bulked and single embryos during early chicken development. A) The number of embryos in each sample. B) The RNA concentration. C) The total amount of RNA for each stage used in RNA-seq. D) The estimated total RNA per embryo in the bulked samples and the total amount of RNA in a single embryo. The RNA concentration, amount of RNA, and total RNA per embryo did not differ significantly among the groups (Kruskal–Wallis test, *P* > 0.05).

### Collection of a single oocyte, zygote, and EGK.X blastoderm from one hen

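A single oocyte, a single zygote and a single EGK.X blastoderm from each of 3 hens were sequenced as 9 RNA libraries, with 3 libraries per stage. EGK.X is stage X of the Eyal-Giladi and Kochav series, which divides intrauterine development by the look of the blastoderm. The hens are numbered 6, 7 and 13 in the sample labels, and the samples are named here by stage and hen. The authors aligned the reads to Galgal4 and deposited the raw number of reads that HTSeq-count assigned to each gene, without normalization. The oocytes of hens 6, 7 and 13 had 24964921, 11008651 and 11880686 reads counted on genes, and the zygotes 46917892, 16910543 and 18777086. The EGK.X blastoderms had 22246665, 12455346 and 14093012. The paper's RNA integrity number (RIN, Table S1) lay between 8.4 and 8.6 in these oocytes, between 6.3 and 6.6 in zygotes and between 7.2 and 7.8 in EGK.X blastoderms. Hen 6 gave the deepest library at each stage, so that hen and depth were partly the same in this design. With these totals, 3 counts amount to between 0.0639 and 0.273 CPM (counts scaled to a common library total), which was the smallest share each library could show. This limit covers counting error only, because reads from the same amplified fragment are not independent molecules. Counts were scaled by edgeR's TMM factors, which lay between 0.932 and 1.03, and were analysed as CPM or as log2(CPM + 1). Stages were compared gene by gene with edgeR's quasi-likelihood test in a model of all 9 samples, over the 12412 genes kept by edgeR's filter on low counts. The choices that could change the numbers were the scaling between libraries, the low-count filter, the treatment of the hens and the depth. The bulked embryos and the Galgal5 counts were not analysed here.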

In accordance with the estimated amount of total RNA per embryo, a single RNA-rich embryo could be used to perform RNA-sequencing (RNA-seq) without an amplification technique. In this way, probable sequencing errors due to library amplification from low-input RNA can be avoided. Furthermore, the deviation of transcriptomes among early embryos at the same stage can be examined. 

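The deviation between embryos of the same stage was measured as edgeR's biological coefficient of variation, which is the square root of the dispersion common to all genes. The coefficient was 0.200 in oocytes, 0.184 in zygotes and 0.233 in EGK.X blastoderms (n = 3 hens at each stage). With each hen left out in turn, it ranged from 0.171 to 0.232 in oocytes, from 0.182 to 0.186 in zygotes and from 0.152 to 0.280 in EGK.X blastoderms. The ranges of the stages overlapped, and the order of the stages was not distinguishable from the differences between hens. Among the other settings, the largest shift was in EGK.X blastoderms, where the coefficient fell to 0.205 over the genes with at least 10 counts in every sample. The 3 zygotes were on average the most alike by root mean square difference in log2(CPM + 1) per gene, which was 0.33 ± 0.0046 (SD over 3 pairs), against 0.37 ± 0.045 between oocytes and 0.42 ± 0.084 between EGK.X blastoderms.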

Chicken physiology allows a single oocyte, zygote, and EGK.X blastoderm to be collected from one hen at the same time, which minimizes any individual variation and maternal effects (Fig.1B). 

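The part of the variation that followed the hen was measured after each gene had been centred within its stage. The hen accounted for 48.1% of the squared distances that were left between the 9 samples (exact one-sided permutation test of the hens within stages, p = 0.0278, the smallest p that the 36 arrangements allow). The mean hen share over these arrangements was 33.3%. At equal depth, with every sample drawn down to the smallest total, the hen share was 47.2%. From the sampling of all 3 stages in the same hen, the paper states that individual variation and maternal effects are minimized.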

On the day when single embryos were acquired, a single EGK.X blastoderm was collected and the time was recorded. Within 1 hour post-fertilization according to the recorded egg-laying times, a WL hen was sacrificed and a single oocyte and zygote were simultaneously collected. All stages were prepared in triplicate (Fig.2A). The subsequent steps, including embryo separation and total RNA isolation and quantification, were the same as for the pooled embryos. RIN of single embryos were comparable to bulked embryos (Table S1: Additional file 1). With the single-embryo approach, the RNA concentration was 105.3 ng/μL and the amount of total RNA averaged 2,123.5ng (Fig.2B and C). The total amount of RNA for a single embryo was higher and more constant among the different stages than with the bulked embryo collection (Fig.2D).

### Library preparation and whole transcriptome sequencing

Total RNA was used to construct cDNA libraries using the TruSeq Stranded Total RNA Sample Preparation kit with Ribo-Zero Gold (Illumina, San Diego, CA, USA). The resulting average size of the cDNA libraries was approximately 530 bp. The resulting libraries were subjected to transcriptome analysis using the Illumina NextSeq 500 platform to produce 150 bp paired-end reads.

### Summary statistics of preprocessing for RNA-seq data

Thirty RNA-seq samples were used in the preprocessing step for the quantification of gene expression in the early developmental stages in the chicken. First, adapter sequences and poor-quality reads were removed from the raw paired-end sequenced files using Trimmomatic ver. 0.33 with the “-phred33 and ILLUMINACLIP:/home/Program/Trimmomatic-0.32/adapters/TruSeq3-PE-2.fa:2:30:10 MINLEN:75 option” [14]. The quality of the clean reads, including minimum read length >75 bp and Phred score >30, was verified using FastQC ver. 0.11.2 [15]. On average, 58,930,612 (96.75%) and 39,969,608 (86.16%) paired-end reads remained after the quality-control step for bulked and single-embryo sequencing, respectively (Table 1).

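Summed over the 3 samples of a stage, the reads counted on Galgal4 genes made up 46.8% of the paper's reads that passed quality control in oocytes, 54.9% in zygotes and 45.6% in EGK.X blastoderms. The paper's reads are those of Table 1. Sums were used because the paper's text does not pair the sample numbers of Table 1 with the hens.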

**Table 1:** Summary statistics of the RNA-seq processing

Bulked embryonic sequencing								
Samples	QC passed reads	QC passing rate	Deduplicated percentage (R1)	Deduplicated percentage (R2)	Uniquely mapped ratio (Galgal4)	Uniquely mapped ratio (Galgal5)	Mapping rates (Galgal4)	Mapping rates (Galgal5)
Oocyte_S1_Bulked	56, 024 ,575	94.81%	37.83%	44.47%	83.82%	99.56%	82.73%	84.32%
Oocyte_S2_Bulked	56, 043, 780	94.14%	35.35%	42.25%	81.27%	99.34%	82.77%	79.54%
Oocyte_S3_Bulked	59 ,498, 675	95.54%	35.84%	43.31%	84.03%	99.58%	82.16%	82.39%
Zygote_S1_Bulked	53, 378, 148	96.74%	30.17%	37.65%	84.77%	99.74%	82.43%	85.89%
Zygote_S2_Bulked	53 ,999, 584	96.77%	26.44%	35.21%	84.20%	99.73%	82.19%	79.86%
Zygote_S3_Bulked	50, 027, 929	98.02%	25.13%	39.78%	86.17%	99.76%	80.90%	87.58%
EGK.I_S1_Bulked	56 ,909 ,314	97.36%	27.88%	39.30%	86.28%	86.01%	74.55%	70.70%
EGK.I_S2_Bulked	61, 447, 014	97.94%	21.97%	36.34%	87.13%	86.86%	73.24%	68.64%
EGK.I_S3_Bulked	50 ,188 ,847	96.80%	28.24%	37.31%	85.33%	84.67%	81.34%	77.01%
EGK.III_S1_Bulked	60 ,876 ,681	97.30%	25.31%	36.29%	85.09%	86.05%	76.06%	69.37%
EGK.III_S2_Bulked	56, 357 ,690	97.90%	25.78%	38.44%	86.55%	86.28%	75.20%	70.47%
EGK.III_S3_Bulked	45, 715, 485	98.02%	28.17%	41.24%	86.72%	86.32%	75.30%	70.38%
EGK.VI_S1_Bulked	62 ,075, 038	97.53%	27.00%	42.86%	86.62%	86.77%	71.14%	63.68%
EGK.VI_S2_Bulked	65, 223 ,164	97.77%	23.36%	34.43%	85.85%	85.61%	80.95%	72.89%
EGK.VI_S3_Bulked	49 ,604, 292	98.16%	27.31%	41.37%	86.86%	86.44%	75.12%	69.22%
EGK.VIII_S1_Bulked	67, 401 ,388	97.35%	36.30%	50.09%	87.21%	86.30%	70.10%	67.32%
EGK.VIII_S2_Bulked	56,396 ,268	96.82%	35.34%	51.04%	87.61%	87.25%	66.53%	60.37%
EGK.VIII_S3_Bulked	71, 309, 063	97.44%	33.44%	49.01%	86.81%	85.62%	70.68%	70.70%
EGK.X_S1_Bulked	67 ,730 ,502	95.70%	41.09%	52.23%	86.37%	85.54%	72.24%	69.29%
EGK.X_S2_Bulked	74 ,109 ,500	95.02%	42.83%	54.66%	86.60%	85.48%	70.64%	69.62%
EGK.X_S3_Bulked	63, 225, 919	94.65%	42.42%	54.85%	86.86%	85.82%	71.13%	69.51%
**Average**	58, 930, 612.19	0.967514286	31.30%	42.96%	85.82%	89.94%	76.06%	73.27%
Single embryonic or cell sequencing								
Oocyte_S1_SingleCell	23, 558, 381	86.61%	42.82%	45.68%	79.90%	78.06%	86.28%	86.67%
Oocyte_S2_SingleCell	53 ,963, 445	84.75%	54.54%	58.84%	81.28%	79.71%	85.95%	85.86%
Oocyte_S3_SingleCell	24, 660, 386	84.95%	52.01%	56.95%	81.79%	79.99%	84.95%	84.33%
Zygote_S1_SingleEmbryo	31, 742 ,857	87.17%	27.95%	32.85%	81.75%	80.66%	84.32%	84.40%
Zygote_S2_SingleEmbryo	91 ,033, 778	85.72%	37.12%	42.18%	81.62%	80.14%	76.59%	76.15%
Zygote_S3_SingleEmbryo	27, 687, 195	87.60%	36.35%	41.48%	81.57%	80.07%	86.02%	85.96%
EGK.X_S1_SingleEmbryo	30, 914, 824	86.41%	47.58%	51.56%	85.27%	82.92%	83.67%	83.16%
EGK.X_S2_SingleEmbryo	47, 159, 061	86.29%	53.42%	58.46%	82.40%	80.75%	88.38%	89.10%
EGK.X_S3_SingleEmbryo	29, 006, 546	85.94%	51.19%	55.97%	82.20%	80.59%	83.57%	82.86%
**Average**	39, 969, 608.11	0.8616	44.78%	49.33%	81.98%	80.32%	84.41%	84.27%

The clean reads were mapped into the two builds of the Galgal4 and Galgal5 reference genomes, which were obtained from the Ensembl database. The Galgal4 build was the so-called golden standard reference chicken genome at the end of 2015, and many studies have used this build. In December 2016, a new genome build, Galgal5 (Ref Seq assembly accession: GCA_0 00002315.3), and an improved gene model were established using advanced sequencing techniques. One of the features of Galgal5 compared with Galgal4 is the different read length used when the gene model was established. This change improved inaccurate gene annotations, especially the structure of isoforms, in existing short-read based gene models through an isoform sequencing technique using the Pacific Biosciences (PacBio) long reads. Furthermore, PacBio long-read sequencing technology makes it possible to establish lincRNAs, which is important in developmental biology [16]. Given that our data were not only an early developmental sample of a chicken but also a sample of all types of RNAs, this must be considered when quantifying gene expression levels in the RNA-seq pipeline. Therefore, we decided to quantify the expression level of the entire transcriptome using the two versions of the genome builds and then compare the results in order to examine the differences. In the alignment step, HISAT2 ver. 2.0.0 [17] was used with “–rna-strandness RF –x [File name of Galgal4 or Galgal5 reference] -1 [File name of left lead] -2 [File name of right read] 2> [Sample name].log.” As a result, an average of 76.07% and 73.27% mapping rates were observed in Galgal4 and Galgal5, respectively, in the 21 bulked embryo samples and 84.41% and 84.28% were observed in the nine single embryo or cell samples (Table 1). 

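The HTSeq-count output of the 9 single samples also gives the records that were not counted on a gene, which show where the aligned reads fell. Of all records, 44.5% ± 3.05 (SD, n = 3) were counted on a gene in oocytes, 54.6% ± 4.76 in zygotes and 42.7% ± 1.85 in EGK.X blastoderms. The records that were not aligned made up 8.40% ± 0.959 in oocytes, 11.4% ± 3.57 in zygotes and 8.92% ± 1.69 in EGK.X blastoderms. The spread in zygotes came from hen 6, at 15.5%, against at most 9.60% for the other hens. The difference of 2.69 points between zygotes and the other 6 samples did not pass the exact two-sided permutation test (p = 0.119). Records aligned to more than 1 place were 9.52% ± 0.905, 8.15% ± 0.393 and 8.82% ± 1.02 in the same order of stages, and those of low alignment quality 12.7% ± 1.41, 13.6% ± 2.50 and 12.4% ± 2.23. These shares are taken of the records in the HTSeq-count output, not of the read pairs behind the mapping rates of Table 1.

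**Figure D1:**
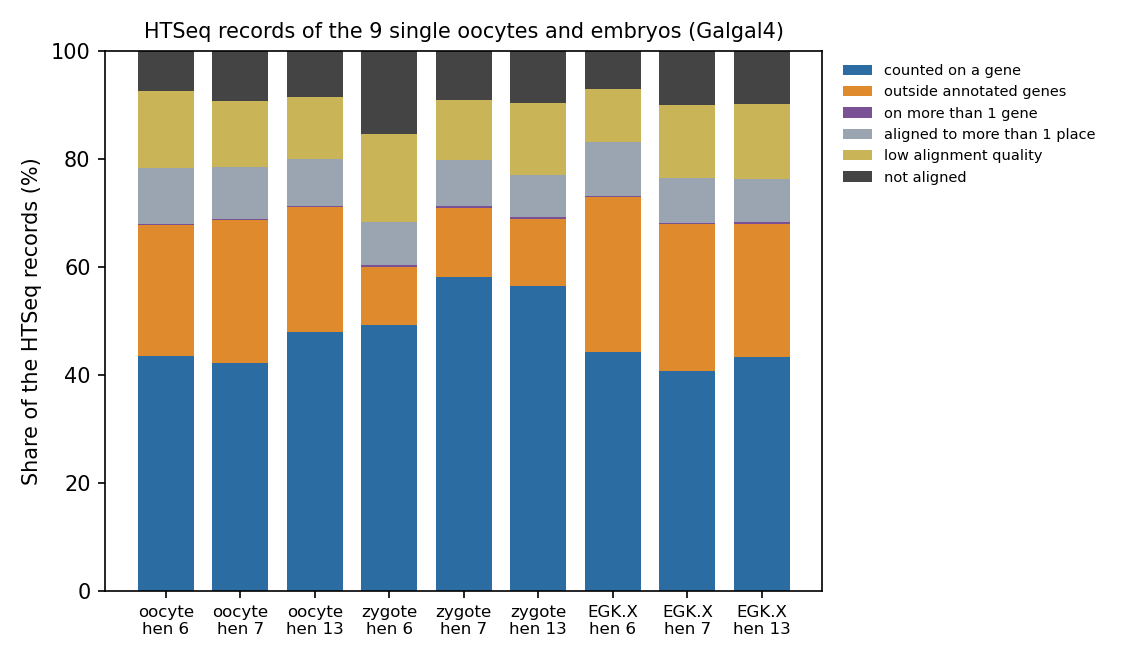
Share of the HTSeq-count records (%) in each class, as stacked bars for each of the 9 single samples, by stage and hen. The part counted on a gene runs from 40.7% (EGK.X, hen 7) to 58.1% (zygote, hen 7). The part labelled outside annotated genes holds the records with no feature, which lie on no annotated exon of the counted strand and include reads in introns. It is smaller in the 3 zygotes, from 10.8% to 12.8%, than in the other 6 samples, from 23.2% to 28.7%.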

For Galgal4 and Galgal5, the average observed difference in the mapping rates between the bulked and single embryo samples was 8.35% and 11%, respectively. We suspected that this difference in mapping rates was caused by the individual gene expression diversity. Upon examining the duplication rate of the generated read, a higher duplication rate was observed in single cell and/or embryonic RNA-seq, which is evidence that the individual gene expression diversity is lower in single embryonic samples (Table 1). Since transcriptome data generated using single embryo sequencing technology contains only its own gene expression for a single entity, it is assumed that the mapping rate is increased by alleviating the heterogeneity problem derived from various individuals. We also observed small differences in the average mapping rates in two genome builds; 2.79% and 0.14% decrease, respectively, for the bulked and single embryo samples in Galgal5 compared to Galgal4, which implies that there are few differences between the two genome builds at the DNA level, but more impact on bulked embryos. Following the alignment step using the two versions of the genome builds, alignment files (.SAM files) were converted into binary alignment files (.BAM) using SAMtools ver. 1.4.1 [18]. Based on the alignment files, the gene expression levels (number of mapped reads) were quantified using HTSeq-count [19] with the following option: “python -m HTSeq.scripts.count -f bam –stranded = reverse [File name of bam file] [File name of annotation (.GTF file)] > [Output file name],” with the Ensembl gene annotation files corresponding to the genome builds (Ensembl release 85 for Galgal4 and 86 for Galgal5). 

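The deposited Galgal4 counts of the single samples list the same genes in the same order for all 9 samples. At least 1 read was counted on 13627 ± 330 genes in oocytes (SD, n = 3), on 13167 ± 326 in zygotes and on 14508 ± 234 in EGK.X blastoderms. With every sample drawn down to 11008651 counts, these numbers became 13429 ± 29.1, 12711 ± 12.7 and 14242 ± 41.2. The higher number in EGK.X blastoderms than in the other 6 samples was past the other splits of the 9 samples at equal depth (exact two-sided permutation test, p = 0.0119, the smallest p that the 84 splits allow). An exact permutation test of 3 samples against 3 cannot go below p = 0.1. The 10 genes with the most reads in each sample took 8.41% ± 1.47 of the counts in oocytes, 6.31% ± 0.982 in zygotes and 7.78% ± 0.799 in EGK.X blastoderms. The lower share in zygotes than in the other 6 samples, a difference of -1.79 points, did not pass the exact two-sided permutation test (p = 0.0714).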

As a result, the number of mapped reads was quantified in each pipeline, and 17,108 and 26,102 genes were annotated in the Galgal4 and Galgal5 genome builds, respectively.

### Comparison of the gene expression patterns between Galgal4 and Galgal5 in chicken early embryo samples

Based on the mapped-count matrix of the genome builds and the Ensembl annotation, we systematically investigated how many and which types of genes differed between the two genome builds. First, we found that many genes were differentially annotated in each build in terms of their Ensembl IDs (Fig. 3A). Of the 17,108 and 26,102 annotated genes in Galgal4 and Galgal5, respectively, only 11,451 Ensembl IDs were shared by both annotations, while 5,657 and 14,651 Ensembl IDs were annotated only in the respective builds. Next, we compared the two genome builds based on the genes actually expressed in the early embryo samples of chickens. For this comparison, we filtered out genes with no mapped counts across all 30 RNA-seq samples. 

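In the Galgal4 counts of the 9 single samples, 1372 of the 17108 genes had no count in any sample, and 15736 had at least 1. At least 1 sample of each of the 3 stages had a count for 13372 genes. Another 862 genes were counted in EGK.X blastoderms only, 179 in oocytes only and 104 in zygotes only. All 3 hens had a count for 12829 genes in oocytes, 12458 in zygotes and 13697 in EGK.X blastoderms. A gene without a count was below the smallest share that these depths can show and was not shown to be absent.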

As a result, 901 and 3,849 genes were filtered out in the raw gene annotations of Galgal4 and Galgal5, respectively (i.e., 16,207 and 22,253 genes remained). Because the same pattern of results was observed when validated with the filtered Ensembl IDs (Fig.3B), we then examined which RNA type produced the difference between Galgal4 and Galgal5. As a result, many lincRNAs and protein-coding genes were newly identified in Galgal5 (Table 2) and confirmed to be expressed in early chicken embryos (Fig. 3C). With the development of sequencing technology, lincRNA has been added to more than 5,166 new genes, and it has been confirmed that it is actually expressed in our data based on the mapped reads. Unlike lincRNA, which was unilaterally added to Galgal5, there were many changes in protein-coding genes (Table 2). A total of 4,892 protein-coding genes were discarded, while 5,613 were added to the new version of the gene annotation (based on the Ensembl ID matching). Since there is still a lack of empirical evidence and practical discussion of the validity of both gene models, it is impossible to determine which genome build is correct for quantifying gene expression in our study. However, we expect to contribute to further studies by providing the entire transcript expression metrics for early embryos of chickens in both builds. Finally, correlations between the 30 samples were examined based on the quantified expression of 11,001 genes common to the gene annotations of these two builds (Fig.3D). Based on bulked embryo sequencing, high correlations (≥0.9) were observed between Galgal4 and Galgal5, except for the oocyte and zygote. In comparison, single embryo and/or cell sequencing showed the high correlation between Galgal4 and Galgal5, including the oocyte and zygote. This demonstrates the excellent reproducibility of the data produced based on the single experimental subject. 

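Within the Galgal4 counts, samples of the same stage were compared across the 15736 genes with a count in any of the 9 single samples. Pearson's r of log2(CPM + 1) was 0.991 ± 0.00239 between oocytes (SD over 3 pairs of hens), 0.994 ± 0.000371 between zygotes and 0.988 ± 0.00449 between EGK.X blastoderms. Spearman's rho was 0.987, 0.989 and 0.984. These correlations are across genes, which are not independent replicates, and no p-value was attached to them. The lowest r within a stage, 0.984 between EGK.X blastoderms, lay above the highest r between samples of different stages, 0.973 between an oocyte and a zygote. The setting that moved r most was the use of untransformed CPM, which gave 0.925 in oocytes, 0.982 in zygotes and 0.912 in EGK.X blastoderms. The comparison of Galgal4 with Galgal5 was not repeated, since the Galgal5 counts were not used here. From the high correlation between Galgal4 and Galgal5 in the single samples, the paper concludes that data from a single experimental subject are highly reproducible.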

Most of the embryonic transcriptome data generated to date have involved pooling problems, and we expect to be able to perform more sophisticated downstream analysis using single embryo and/or cell sequencing, which is now possible due to technological developments.

**Figure 3:**
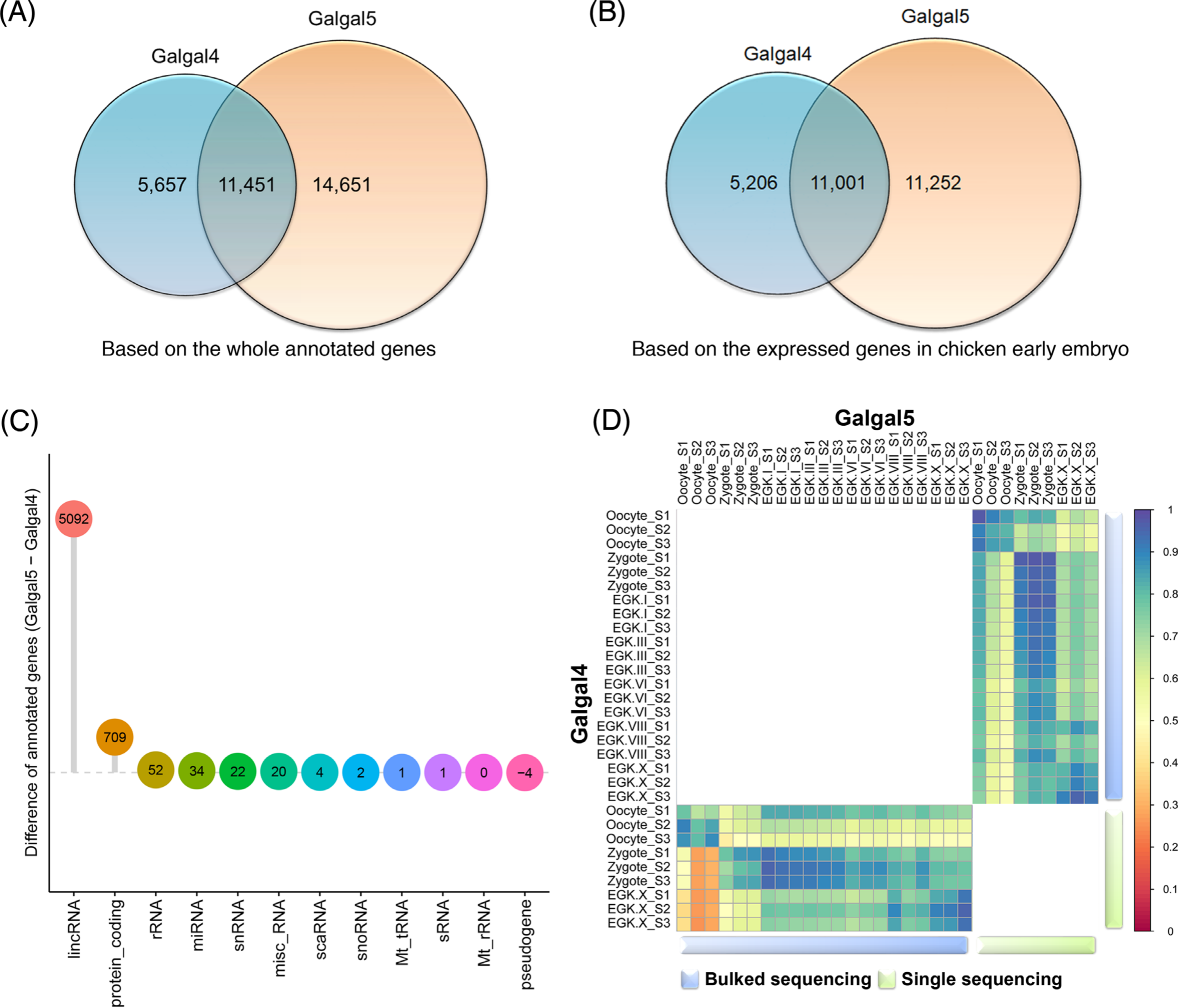
Comparison of two builds of gene annotation for the early chicken embryo samples. A) Using the Ensembl annotation with the two genome builds, annotated genes were compared based on the Ensembl ID. As a result, 5,657 and 14,651 Ensembl IDs were identified in Galgal4 and Galgal5, respectively, while 11,451 Ensembl IDs are common to the two different annotations. B) Based on the expressed genes at any stage of chicken early embryos, the gene lists were compared between Galgal4 and Galgal5. C) Investigation of the change in annotated genes in Galgal5 among genes expressed in early chicken embryos. As a result, a large number of lincRNAs was added as new features in Galgal5. D) A correlation analysis of the total gene expression based on 11,001 common annotated genes shared between Galgal4 and Galgal5.

**Table 2:** Comparison of Galgal4 and Galgal5 gene annotations

RNAs	Annotated in Galgal4 only	Commonly annotated	Annotated in Galgal5 only
lincRNA	0	0	5,166
miRNA	204	487	253
misc_RNA	15	71	43
Mt_rRNA	2	0	2
Mt_tRNA	10	0	14
protein_coding	4,892	10, 213	5,613
pseudogene	29	10	25
rRNA	6	8	58
scaRNA	0	0	4
snoRNA	41	172	44
snRNA	7	40	30
Total	5,206	11, 001	11, 252

### Comparison of bulked embryo sequencing and single embryo and/or cell sequencing with chicken early embryos

To investigate the differences between the two technologies more systematically, multidimensional scaling (MDS)analysis was performed using information from 30 RNA-seq samples in two gene expression matrixes: Galgal4 and Galgal5. All of the samples in both gene expression matrixes clearly clustered according to their developmental stage, except for the zygote, EGK.I, and EGK.III (Fig.4). This means that although there are morphological differences, there is no transcriptome change during the early embryonic development of the chicken for a specific time after zygotic gene activation. 

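For the single oocytes, zygotes and EGK.X blastoderms, clustering by stage was measured on Euclidean distances of log2(CPM + 1) over the 15736 genes with a count. Stage accounted for 91.4% of the squared distances between the 9 samples (permutational multivariate analysis of variance, exact one-sided permutation test, p = 0.00357, the smallest p that the 280 groupings into sets of 3 allow). The root mean square log2 difference per gene was 0.81 ± 0.082 between oocytes and zygotes (SD over 9 pairs), 1.48 ± 0.048 between zygotes and EGK.X blastoderms and 1.41 ± 0.041 between oocytes and EGK.X blastoderms. The smallest of these distances between stages was 0.68, and the largest distance within a stage was 0.49. From the MDS of the bulked and single samples, the paper concludes that the samples cluster by stage, except for the zygote, EGK.I and EGK.III, of which only the zygote has single samples.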

In fact, the time from the zygote to EGK.III is also very short. While most of the patterns seem to be concordant between Galgal4 and Galgal5, distinct differences were observed between the bulked and single embryo RNA-seq techniques for the oocyte and zygote samples based on the Galgal5 gene expression matrix. However, no difference was detected between the two techniques for the EGK.X samples, which is presumably due to the difference between the bulked and single cells because we performed single embryo RNA-seq for the oocyte, zygote, and EGK.X stages. The RNA samples from the oocyte and zygote were derived from a single cell, whereas those from EGK.X were derived from bulked cells. As we have already examined the difference in gene annotation between Galgal4 and Galgal5, more than 10,000 genes have been changed, which includes both protein-coding genes and lincRNAs. Of these changes, 5,166 newly added lincRNAs may be a major factor causing this difference because lincRNA plays an important role in the zygote as an epigenetic marker in both humans and mice, which have been subjected to lincRNA annotation and early embryonic transcription studies. Furthermore, epigenetic markers are very sensitive, exhibiting subject- or cell-specific characteristics. Therefore, our RNA-seq data based on the single embryo and cell technique for oocytes and zygotes are more accurate than ordinary RNA-seq data because they eliminate epigenetic and genetic pooling effects. For example, bulked zygote samples were separated from the cluster of EGK.I and EGK.III samples in a MDS analysis based on the Galgal5 gene matrix, whereas there was no difference in the Galga4 gene expression matrix (Fig.4, right panel). This shows that quantifying gene expression using the standard RNA-seq pooled embryo sequencing technique could be affected by the individual gene expression diversity and the difference of gene annotations.

**Figure 4:**
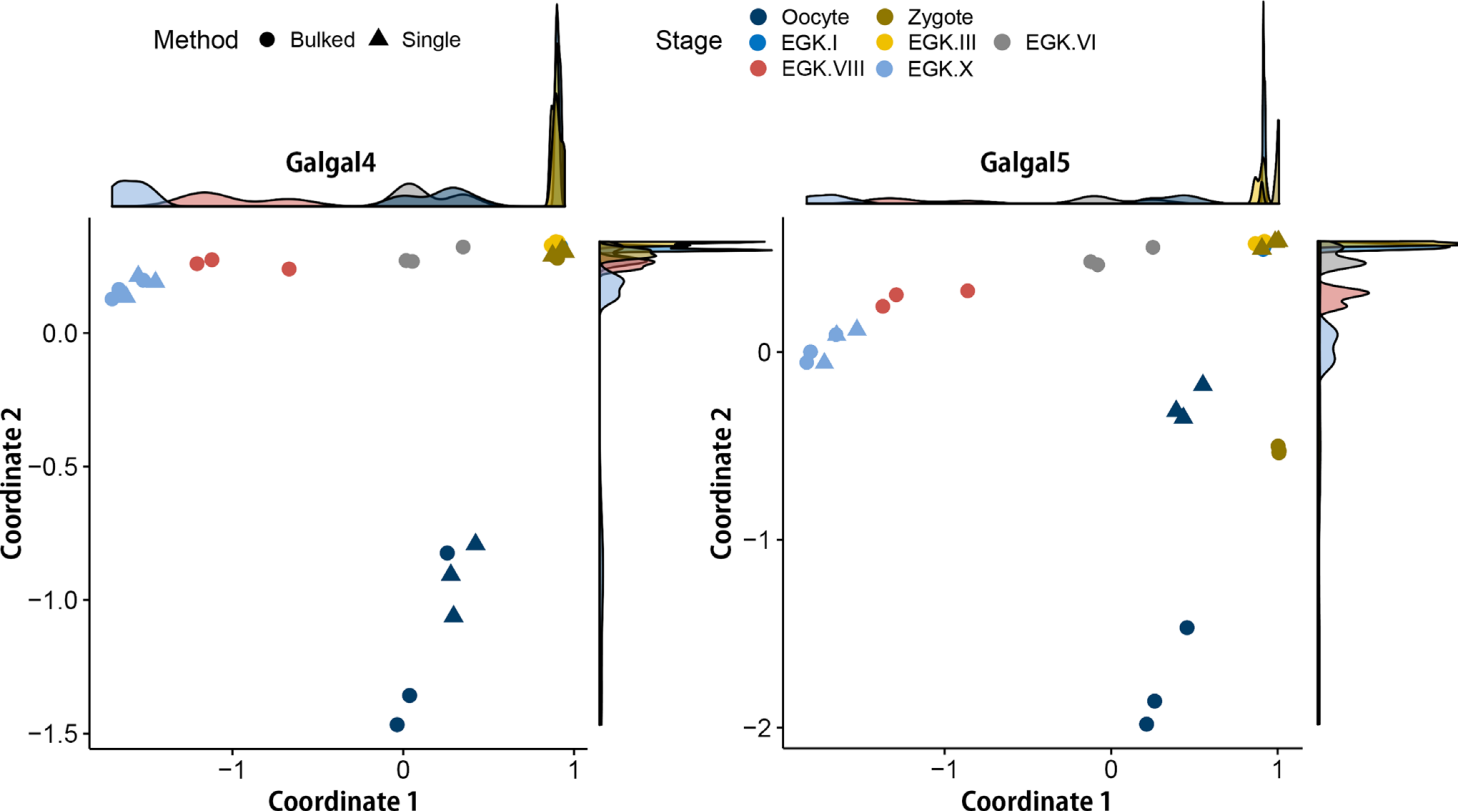
Multidimensional scaling plots based on all annotated genes in Galgal4 and Galgal5. The gene expression patterns of early chicken embryos quantified based on Galgal4 were clearly differentiated by developmental stage regardless of the sequencing technique used. In comparison, there was a difference between the bulked and single embryo sequencing techniques in the oocyte and zygote in Galgal5. The first dimension (Coordinate 1) is the progression of developmental stages in a negative direction during intrauterine development, and the second dimension (Coordinate 2) is the difference between oocyte and fertilized embryos from zygote to EGK.X.

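Classical multidimensional scaling of the 9 single samples on log2(CPM + 1) placed 74.3% of the squared distance on coordinate 1 and 17.6% on coordinate 2. The sign of a coordinate is arbitrary. On coordinate 1, zygotes lay at -0.502 ± 0.000404 (SD, n = 3), oocytes at -0.402 ± 0.0324 and EGK.X blastoderms at 0.903 ± 0.0511. Oocytes thus lay between the other stages on this coordinate. Stage took 99.8% of the variance of coordinate 1 (exact one-sided permutation test, p = 0.00357). On coordinate 2, oocytes lay at 0.391 ± 0.0995, zygotes at -0.362 ± 0.00838 and EGK.X blastoderms at -0.0297 ± 0.0179. The split between oocytes and the fertilized embryos took 78.8% of the variance of coordinate 2 (exact one-sided permutation test, p = 0.0119, the smallest p that the 84 splits allow). The split between zygotes and the other 6 samples took 67.3% of it, as EGK.X blastoderms lay between oocytes and zygotes. Over the 500 most variable genes, the zygote split took more, 77.6%, than the oocyte split, 71.1%. The permutation test of the oocyte split does not decide between these splits, since most of the 84 splits mix stages that lie well apart. The paper states that the first dimension is the progression of the stages during intrauterine development. It describes the second as the difference between the oocyte and fertilized embryos.

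**Figure D2:**
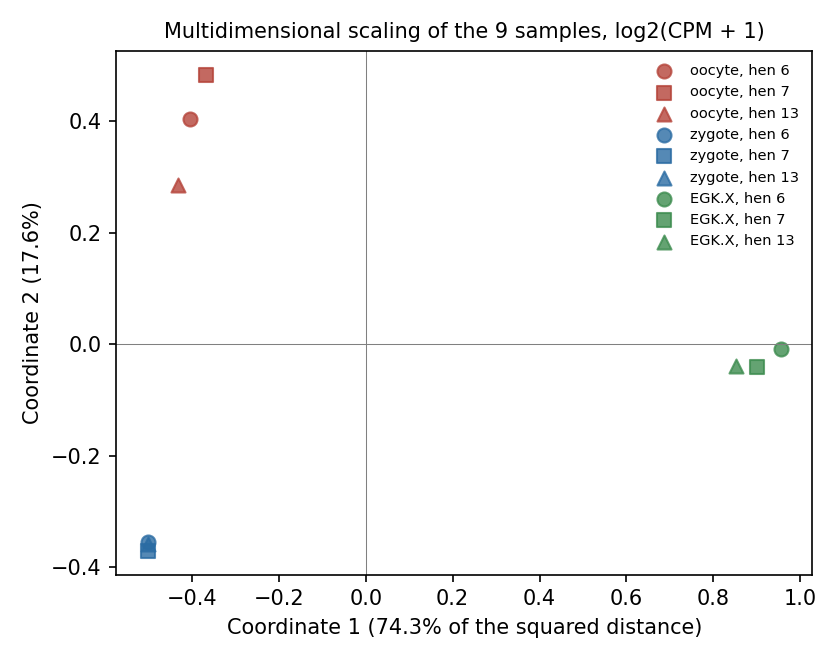
Coordinates 1 and 2 of the classical multidimensional scaling of the 9 single samples, in log2(CPM + 1) units per gene, with 1 point per sample coloured by stage and shaped by hen. The 3 zygotes overlie each other near -0.502 on coordinate 1 and -0.362 on coordinate 2, and the 3 EGK.X blastoderms lie apart at 0.903 on coordinate 1.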

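Gene by gene, 3594 of the 12412 genes tested differed between zygote and oocyte at an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 990 higher and 2604 lower in the zygote. Between EGK.X and zygote, 9510 genes differed, 4791 higher and 4719 lower at EGK.X, and between EGK.X and oocyte 9022 genes, 4094 higher and 4928 lower at EGK.X. The median log2 fold change of all genes tested was 0.024, -0.0017 and -0.15 in these 3 comparisons. In the first comparison, more genes were lower than higher in the zygote under every setting, but the balance varied widely. It was 1664 higher and 1810 lower over genes with at least 10 counts in every sample, and 47 and 1584 without hen 7. The balance of directions in the last comparison depended on the setting and reversed, for example, with DESeq2 (4772 higher and 4299 lower at EGK.X) and at equal depth (4420 and 4289). Samples of the same hen deviated together from their stage means, with a mean correlation across genes of 0.244. Between samples of different hens and stages it was -0.122. Centring within stages ties this value to that of the same hen with the opposite sign, so that it is not separate evidence. With the hen as a block in the model, which pairs the samples by hen, 4213, 9807 and 9362 genes differed. With each hen left out in turn, the number of genes ran from 1631 to 2780, from 8577 to 8949 and from 8041 to 8257. Requiring a log2 fold change of at least 1 moved the first comparison most among the settings that kept all hens, to 1904 genes, of which 41 were higher and 1863 lower in the zygote.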

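The files list genes by Ensembl identifier and do not pair identifiers with names. Of the 17108 identifiers, 0 were found in the table of chicken gene names that was at hand, so identifiers are given. From oocyte to zygote, ENSGALG00000014835 fell by 12.56 on the log2 scale (standard error 0.52, adjusted p = 1.23e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 112 ± 28.4 CPM (SD, n = 3) to 0.0191 ± 0.0331 CPM. Its raw counts lay between 931 and 3038 in oocytes and were at most 1 in zygotes. ENSGALG00000020679 fell by 11.88 (standard error 1.00, adjusted p = 3.71e-05 from the same edgeR test), from 23.5 ± 14.7 CPM to no count in any zygote. Standard errors of named genes were not estimated directly but taken as the size of the log2 fold change over the square root of the test's F statistic. Where a stage has no counts, the size of a fold change rests on the prior count of 0.125 that edgeR adds. The standard error given there rests on it too and does not measure the precision of the change. Among the genes that met the same rule, with a mean of at least 10 CPM over the 9 samples and the same direction in all 3 hens, the largest rises were smaller. ENSGALG00000026979 rose by 1.40 (standard error 0.29, adjusted p = 0.00475 from edgeR), from 18.5 ± 6.45 to 49.2 ± 16.4 CPM, and was not past the threshold without hen 7 (adjusted p = 0.112 from edgeR). ENSGALG00000014687 rose by 1.33 (standard error 0.37, adjusted p = 0.0207 from edgeR), from 1.79 ± 0.410 to 4.19 ± 2.29 CPM. Both levels are below 10 CPM, since the rule applies to the mean over all 9 samples. Without hen 6 it rose only by 0.46 and was not past the threshold (adjusted p = 0.228 from edgeR). Nor was it past the threshold without hen 7 (adjusted p = 0.0834 from edgeR) or with only the 6 samples compared (0.0524).

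From zygote to EGK.X, ENSGALG00000026897 rose by 15.95 (standard error 0.90, adjusted p = 5.51e-07 from edgeR), from no count in any zygote to 399 ± 187 CPM (SD, n = 3). ENSGALG00000027172 rose by 14.92 (standard error 0.94, adjusted p = 1.06e-06 from edgeR), from no count to 195 ± 124 CPM. ENSGALG00000021772 fell by 5.98 (standard error 0.40, adjusted p = 3.2e-07 from edgeR), from 18.3 ± 5.41 to 0.303 ± 0.114 CPM. ENSGALG00000027429 fell by 5.06 (standard error 0.27, adjusted p = 9.55e-08 from edgeR), from 39.4 ± 5.31 to 1.15 ± 0.316 CPM.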

In summary, we produced the first whole transcriptome sequences of pre-oviposited early chicken embryos based on standard RNA-seq and single embryo sequencing techniques. We then quantified and compared gene expression using the standard gene annotation used for the chicken and a new chicken gene annotation based on the advanced long-read sequencing technique. As a result, we not only demonstrated the accuracy of RNA-seq data based on single embryo or cell sequencing but also successfully quantified 5,166 lincRNAs in the new chicken gene model for the pre-oviposited early chicken embryo. We expect that the transcriptome sequences of pre-oviposited early chicken embryos will fill the gap in comparative developmental and evolutionary studies of vertebrates as a valuable resources and provide comprehensive knowledge of early avian embryogenesis. Furthermore, the oocyte and early chicken embryos express numerous types of RNA, including mRNA and lincRNA, so our dataset should help to establish novel transcript and gene annotations for the chicken reference genome. Our large dataset should also be useful for future studies of avian and comparative genomics because the data were generated using the latest sequencing platform and whole transcriptome sequencing enabling the characterization of all RNA transcripts, including primary transcripts, regardless of polyadenylation.

## Supplementary Material

GIGA-D-17-00277_Original_Submission.pdf Click here for additional data file.

GIGA-D-17-00277_Revision_1.pdf Click here for additional data file.

Response_to_Reviewer_Comments_Original_Submission.pdf Click here for additional data file.

Reviewer_1_Report_(Original_Submission) -- Laure Fresard 10 Dec 2017 Reviewed Click here for additional data file.

Reviewer_2_Original_Submission_Attachment_Enke_review-GIGA-D-17-00277.pdf Click here for additional data file.

Reviewer_2_Report_(Original_Submission) -- Raymond Enke 12 Dec 2017 Reviewed Click here for additional data file.

Reviewer_2_Report_(Revision_1) -- Raymond Enke 15 Feb 2018 Reviewed Click here for additional data file.

Table S1 Click here for additional data file.

# Supplementary material for: The first whole transcriptomic exploration of pre-oviposited early chicken embryos using single and bulked embryonic RNA-sequencing
**Source:** Gigascience. 2018 Mar 24;7(4):giy030. doi: 10.1093/gigascience/giy030
**Supplement:** Table S1

Table S1. rRNA ratio during pre-ovipositional development and RNA integrity number (RIN) of the RNA-seq samples

| Bulked embryonic sequencing | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Samples** | **rRNA ratio (28s : 18s)** | **Mean of rRNA ratio** | | **Standard deviation of rRNA ratio** | **RIN** |
| Oocyte_S1_Bulked | 1.832 | 1.895 | | 0.0807 | 8.5 |
| Oocyte_S2_Bulked | 1.986 |  |  |  | 9.3 |
| Oocyte_S3_Bulked | 1.867 |  |  |  | 9.2 |
| Zygote_S1_Bulked | 1.558 | 1.527 | | 0.0310 | 7.9 |
| Zygote_S2_Bulked | 1.496 |  |  |  | 6.5 |
| Zygote_S3_Bulked | 1.526 |  |  |  | 6.6 |
| EGK.I_S1_Bulked | 1.458 | 1.527 | | 0.0627 | 6.7 |
| EGK.I_S2_Bulked | 1.58 |  |  |  | 7.2 |
| EGK.I_S3_Bulked | 1.544 |  |  |  | 7.5 |
| EGK.III_S1_Bulked | 1.573 | 1.594 | | 0.0947 | 7.6 |
| EGK.III_S2_Bulked | 1.697 |  |  |  | 6.5 |
| EGK.III_S3_Bulked | 1.511 |  |  |  | 7.4 |
| EGK.VI_S1_Bulked | 1.54 | 1.506 | | 0.0368 | 7.4 |
| EGK.VI_S2_Bulked | 1.467 |  |  |  | 6.6 |
| EGK.VI_S3_Bulked | 1.511 |  |  |  | 6.5 |
| EGK.VIII_S1_Bulked | 1.783 | 1.807 | | 0.0463 | 7.6 |
| EGK.VIII_S2_Bulked | 1.777 |  |  |  | 7.2 |
| EGK.VIII_S3_Bulked | 1.86 |  |  |  | 6.8 |
| EGK.X_S1_Bulked | 1.828 | 1.939 | | 0.0993 | 7.9 |
| EGK.X_S2_Bulked | 2.02 |  |  |  | 7.9 |
| EGK.X_S3_Bulked | 1.968 |  |  |  | 7.9 |
| **Single embryonic or cell sequencing** | | | | | |
| **Samples** | | | **RIN** | | |
| Oocyte_S1_SingleCell | | | 8.6 | | |
| Oocyte_S2_SingleCell | | | 8.5 | | |
| Oocyte_S3_SingleCell | | | 8.4 | | |
| Zygote_S1_SingleEmbryo | | | 6.5 | | |
| Zygote_S2_SingleEmbryo | | | 6.6 | | |
| Zygote_S3_SingleEmbryo | | | 6.3 | | |
| EGK.X_S1_SingleEmbryo | | | 7.8 | | |
| EGK.X_S2_SingleEmbryo | | | 7.2 | | |
| EGK.X_S3_SingleEmbryo | | | 7.8 | | |

How the deposited data were processed for this re-analysis (not part of the article)

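RNA was measured in 9 single samples, which were an oocyte, a zygote and an EGK.X blastoderm from each of 3 hens. The hen numbers 6, 7 and 13 in the sample labels served as replicate numbers, and the pairing of samples by hen comes from these labels and from the paper's sampling of all 3 stages in the same hen. The deposited counts of the 3 EGK.X samples carry the word Zygote in their names. Their stage was taken from the sample titles and stage labels, which say EGK.X. The paper places the collection of the zygote within 1 hour after fertilization. The authors built stranded total RNA libraries after ribosomal RNA depletion, sequenced them as paired-end reads, removed adapters and poor reads with Trimmomatic, aligned the rest with HISAT2 and counted reads on genes with HTSeq-count. The authors deposited these raw counts for each of the 17108 genes, together with 5 lines for the records not counted on a gene. The counts carry no normalization. The number of genes is the one that the paper gives for Galgal4.

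The samples held between 11008651 and 46917892 counts on genes. In each library, 3 counts were taken as the smallest share that could be shown. Everything after the counts was computed here. Genes were tested with edgeR 4.0.16 in R 4.3.3, with TMM factors, edgeR's default filter on low counts, its quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05. All 9 samples entered the model, with stage as the factor and no block, since the paper names no test between stages, and the hen as a block was fitted beside it. DESeq2 1.42.0 was run as an alternative. In simulated counts for 12412 genes with 200 genes changed 3-fold, edgeR recovered 98.5% of the changed genes with 7 false calls, edgeR with the hen block 98% with 6, and DESeq2 97.5% with 19.

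Distances between samples were Euclidean on log2(CPM + 1) over the 15736 genes with a count in any sample, with TMM factors. The paper's text does not name the distance or the scaling behind its MDS plot or its correlations. The share of the squared distances that followed stage or hen was tested by exact permutation, over 280 groupings for stage and 36 arrangements for hen, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Coordinates came from classical multidimensional scaling of these distances. Differences in read shares and in genes detected were tested over the 84 splits of 9 samples into 3 and 6, or over the 20 splits of 6 samples. The named genes are the 2 with the largest rise and the 2 with the largest fall from oocyte to zygote and from zygote to EGK.X. They were taken among genes with an adjusted p below 0.05, a mean of at least 10 CPM over the 9 samples and the same direction in all 3 hens.

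The samples, the designs, the rule for named genes and most alternatives were set before the data were examined. The alternatives were DESeq2's size factors, library size alone or the upper quartile in place of TMM, other filters on low counts, only the 6 samples of the stages compared, the hen as a block, each hen left out in turn, all samples drawn down to the smallest total, a minimum log2 fold change of 1, other pseudocounts, the 500 most variable genes and a distance of 1 minus Spearman's rho. The coefficient of variation between embryos and the share of records that HTSeq-count gave no feature, with their alternatives, were chosen after seeing the data. The bulked samples and the Galgal5 counts were not analysed here. Gene types and mitochondrial or ribosomal RNA genes could not be told apart without names for the identifiers, so that shares by gene type were left out.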

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

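All tests in this part except that of the 100 highest genes were chosen after the result was seen.

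The HTSeq-count lines for records with no feature are not discussed in the paper. Counting was stranded and by exon, HTSeq-count's default, so records with no feature include reads in introns and on the strand opposite a gene. Of the uniquely aligned records, 35.6% ± 3.02 (SD, n = 3) had no feature in oocytes, 18.0% ± 0.0331 in zygotes and 38.4% ± 2.00 in EGK.X blastoderms, far above what 3 counts would give. The share was lower in each of the 3 zygotes than in each of the other 6 samples, by 19.0 points on average (exact two-sided permutation test, p = 0.0119, the smallest p that the 84 splits allow). The 3 zygotes lay within 17.9% and 18.0%, whereas oocytes ranged from 32.5% to 38.5% and EGK.X blastoderms from 36.1% to 39.9%.

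A difference in depth was tested within stages. The deepest library of a stage, that of hen 6, differed from the mean of the other two by 0.464 points on average over the stages and by at most 1.13 points, in EGK.X blastoderms, so that depth is not a sufficient explanation. With the 100 highest genes of each sample left out, the difference between zygotes and the other samples was 21.2 points, so that a few genes taking most of the counts did not produce it. With all records as the whole, and so with those of low quality or multiple alignment included, the difference was 13.7 points and each zygote was still below each other sample. Stray genomic DNA in the oocyte and EGK.X libraries could raise both the records with no feature and the number of genes detected. At equal depth, the other 6 samples had on average 1124 more genes detected per sample than zygotes (a difference of 718 genes for oocytes minus zygotes and of -1531 for zygotes minus EGK.X blastoderms), which unspliced or nuclear RNA could also give, and the deposited counts do not separate these sources. RNA integrity followed the same division of the samples, though a low RIN in zygotes was not shown to be degradation. For bulked embryos, the paper attributes the lower rRNA ratio from zygote to EGK.VIII to a scarcity of the larger rRNA before the maternal-to-zygotic transition. The paper's RIN (Table S1) averaged 8.50 in oocytes, 6.47 in zygotes and 7.60 in EGK.X blastoderms, a difference of -1.58 between zygotes and the other 6 samples (exact two-sided permutation test, p = 0.0119). EGK.X blastoderms had a lower RIN than oocytes without a smaller share of records with no feature. The sample numbers of Table S1 are not paired with hens, however, and stage and RIN could not be separated. In the paper's Table 1, the deduplicated percentage was also lower in each zygote than in each of the other 6 samples. Drawing the counts down to equal depth does not equalize the duplication of reads. A difference between library batches was not testable, since the labels give no batch. The pattern may reflect less nuclear or unannotated RNA at the zygote stage. As a hypothesis, this cannot be told apart from RNA integrity, from read duplication, from stray DNA or from a batch that followed the stage.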

How the results depend on the processing

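The comparisons of stages were least stable for zygote and oocyte. With a log2 fold change of at least 1 required, 1904 genes differed between these stages in place of 3594, and with each hen left out in turn from 1631 to 2780. Under the other settings this number ran from 3273 at equal depth to 4593 with DESeq2, with 4213 with the hen as a replicate block. More genes were lower than higher in the zygote under every setting, by margins that varied widely. Over genes with at least 10 counts in every sample, 1664 were higher and 1810 lower, and without hen 7, 47 and 1584. The numbers between EGK.X and zygote (6868 to 10545) and between EGK.X and oocyte (6171 to 9583) stayed within 1.5 times the main numbers of 9510 and 9022. Their balance of directions was less stable. Between EGK.X and oocyte, 4928 genes were lower and 4094 higher at EGK.X, but more were higher than lower with DESeq2 (4772 against 4299), the upper quartile (4578 against 4428), no filter on low counts (4984 against 4599), only the 6 samples compared (4398 against 4221), equal depth (4420 against 4289) and without hen 6 (4101 against 3940). Between EGK.X and zygote, more genes were higher than lower at EGK.X except over genes with at least 10 counts in every sample (3785 against 3836). Of the 83 values of the named genes under alternatives, 79 kept their direction and their side of the threshold and 4 no longer passed it, all of them for the 2 genes that rose from oocyte to zygote. The cause was not tested.

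With each hen left out, the stage share of the distances ran from 92.9% to 94.0%, the hen share after stage from 44.8% to 51.2%, the oocyte share of coordinate 2 from 77.7% to 78.8% and the stage share of coordinate 1 from 99.7% to 99.9%. With 2 hens, the exact permutation test cannot pass 0.05, its smallest p being 0.0667 for stage and 0.25 for hen, so that the loss of significance follows from the number of samples. All other settings for these shares stayed below 0.05. The stage share was 88.1% with log2(CPM + 0.1), and the oocyte share of coordinate 2 was 71.1% over the 500 most variable genes, where the split of zygotes from the other samples took more, 77.6% (p = 0.0238 for the oocyte split in the exact permutation test). With 1 minus Spearman's rho as the distance, the hen share came out at 147%, which cannot be read as a share. This distance is not Euclidean, and 4 eigenvalues of the distances left after stage were negative, against 0 for the Euclidean distance. The square root of that distance, an alternative chosen after seeing this value, has no negative eigenvalues and gave 43.3% (exact permutation test, p = 0.0278).

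The correlation between replicates, in the order oocyte, zygote and EGK.X, was 0.987, 0.992 and 0.983 with log2(CPM + 0.1), 0.925, 0.982 and 0.912 with untransformed CPM, and 0.981, 0.987 and 0.980 over genes with at least 10 counts in every sample. Spearman's rho was 0.987 in oocytes and 0.989 in zygotes. In zygotes r was 0.995 over all annotated genes and 0.993 at equal depth. With each hen left out, r ran from 0.988 to 0.993, from 0.993 to 0.994 and from 0.984 to 0.993. The coefficient of variation in zygotes was 0.165 over genes with at least 10 counts in every sample and 0.167 at equal depth, and with each hen left out the coefficients ran from 0.171 to 0.232 in oocytes, from 0.182 to 0.186 in zygotes and from 0.152 to 0.280 in EGK.X blastoderms. These alternatives for the coefficient were chosen after seeing the data.

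The number of genes detected, in the same order, was 11349, 11341 and 12027 with at least 10 counts and 10927, 10578 and 11430 with at least 1 CPM. At equal depth it was 12711 in zygotes and 14242 in EGK.X blastoderms, so that depth limits the number of genes seen. Fewer than 10 counts over all 9 samples were found for 2943 genes, against 1372 with no count. The 100 highest genes took 20.2%, 17.8% and 19.2% of the counts. Of the uniquely aligned reads, 64.1%, 81.6% and 61.2% were counted on genes. With all records as the whole, a choice made after seeing the data, 24.7%, 12.0% and 26.8% had no feature. The share of counts on protein-coding genes and the removal of mitochondrial and ribosomal RNA genes were not run, since no identifier matched a table of gene types.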

Differences from the paper's values

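The number of annotated Galgal4 genes did not differ from the paper's. The paper's legend to Fig. 4 describes the second coordinate as the difference between the oocyte and fertilized embryos, and in the Galgal4 panel the single zygotes and EGK.X blastoderms lie close together on it. In the scaling of the 9 single samples alone, EGK.X blastoderms lay at -0.0297 on coordinate 2, between oocytes at 0.391 and zygotes at -0.362. The bulked samples that enter the paper's plot were not analysed here.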

Other observations

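The tests of other splits of the samples, of the scaling between libraries, of RNA integrity and of the zygote level shared by both changes were chosen after related results had been seen.

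From oocyte to zygote, falling genes outnumbered rising genes. At an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a log2 fold change of at least 1, 1863 genes were lower and 41 higher in the zygote. A shift in the scaling between libraries was tested first. With library size alone, which moved the median log2 fold change of all genes to 0.11, 1758 genes fell and 68 rose, a ratio of 25.9 that was the smallest of the 4 scalings tried. The count of rising genes without a minimum fold change depended more on the setting, from 47 without hen 7 to 1993 with DESeq2. RNA from other cells in the oocyte samples was weighed next. The 696 genes that fell at least 8-fold took 6.86%, 8.33% and 5.32% of the counts in the oocytes of hens 6, 7 and 13, and between 0.259% and 0.283% in the zygotes. Between oocytes they shifted together against hen 13, by a median log2 ratio of 0.61 for hen 7 and 0.41 for hen 6. The other genes had medians of 0.011 and 0.053. In these pairs, 78.7% and 79.2% of the falling genes lay on the side of their median. For hen 6 over hen 7 the median was -0.16 with only 61.2% on its side, so that a joint shift was less clear there. A varying amount of foreign RNA could produce such a shared shift, and so could a varying amount of nuclear RNA or a difference in oocyte maturity. The genes were chosen for their fall, and without gene names no marker genes could be examined, so that the fall cannot be told apart from RNA of other cells. RNA integrity is a further explanation that remains, since the paper's RIN was lower in each zygote than in each oocyte, with a mean difference of -2.03. This low RIN was not shown to be degradation, since the paper ties the lower rRNA ratio of bulked zygotes to a scarcity of the larger rRNA. The oocyte of hen 7 also had the largest share of records with no feature, 38.5%, and that of hen 13 the smallest, 32.5%, an order that 3 samples cannot test.

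The change from oocyte to zygote was negatively correlated with the change from zygote to EGK.X across genes. Over the 12412 genes tested, which are not independent replicates, r was -0.338 in stage means of log2(CPM + 1). Both changes contain the zygote, so that a shared stage can give a negative correlation by itself. With zygotes of different hens in the 2 changes, r averaged -0.314 and ranged from -0.337 to -0.297, so that sampling noise of the shared zygotes accounts for little of it. This test does not remove the zygote level that both changes share. With the oocyte as the shared stage, in the changes from zygote to oocyte and from oocyte to EGK.X, r was also negative, at -0.194. The correlation therefore cannot be told apart from the effect of a shared stage. The 696 genes that fell at least 8-fold took 2.03%, 1.87% and 1.94% of the counts in the EGK.X blastoderms of hens 6, 7 and 13, above the zygotes and below the oocytes in each hen. Of these genes, 544 were higher and 40 lower at EGK.X than in the zygote at an adjusted p below 0.05 from edgeR. They were chosen for being low in the zygote, however, so that a higher level at another stage is partly given by the choice, and these numbers are reported without an explanation.

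Samples of the same hen resembled each other once stage was removed. The mean correlation of deviations across genes was 0.469 between the oocyte and the zygote of the same hen, 0.121 between oocyte and EGK.X and 0.142 between zygote and EGK.X. The hen share of the remaining distances was 47.2% at equal depth, still at the smallest p that the exact permutation test allows (p = 0.0278), so that the number of counts did not explain it. Maternal genotype or condition may contribute, but handling or sequencing that followed the hen was not testable, and no biological explanation was separated from it. By the labels, the zygote and the EGK.X blastoderm of each hen also shared a male, which differed between hens. In these stages, the part of the male could not be separated from that of the hen.

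Other splits of the 6 samples of each comparison were fitted in place of the real stages. For zygote and oocyte, EGK.X and zygote, and EGK.X and oocyte alike, 1 of the 4 splits that part the samples of all 3 hens gave as many genes as the real split, which was the real split itself. The other 6 of the 10 splits part the samples of only 1 hen. All 9 other splits gave 0 genes at an adjusted p below 0.05 from edgeR in each comparison. At an unadjusted p below 0.05, they gave from 41 to 825 genes for zygote and oocyte, from 32 to 160 for EGK.X and zygote and from 44 to 252 for EGK.X and oocyte, against 5042, 9701 and 9271 with the real stages. These splits mix both stages in each group, so that the difference between stages enters the spread within groups and few genes can pass in them. With so few splits, a share below 0.05 was also out of reach, and the count of splits is therefore not informative in either direction. The grouping by stage was tested on the distances between samples instead (exact permutation test over 280 groupings, p = 0.00357).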
